# An Exploration of Heat Tolerance in Mice Utilizing mRNA and microRNA Expression Analysis

**DOI:** 10.1371/journal.pone.0072258

**Published:** 2013-08-15

**Authors:** Aminul Islam, Patricia A. Deuster, Joseph M. Devaney, Svetlana Ghimbovschi, Yifan Chen

## Abstract

**Background:**

Individuals who rapidly develop hyperthermia during heat exposure (heat-intolerant) are vulnerable to heat associated illness and injury. We recently reported that heat intolerant mice exhibit complex alterations in stress proteins in response to heat exposure. In the present study, we further explored the role of genes and molecular networks associated with heat tolerance in mice.

**Methodology:**

Heat-induced physiological and biochemical changes were assessed to determine heat tolerance levels in mice. We performed RNA and microRNA expression profiling on mouse gastrocnemius muscle tissue samples to determine novel biological pathways associated with heat tolerance.

**Principal Findings:**

Mice (n = 18) were assigned to heat-tolerant (TOL) and heat-intolerant (INT) groups based on peak core temperatures during heat exposures. This was followed by biochemical assessments (Hsp40, Hsp72, Hsp90 and Hsf1 protein levels). Microarray analysis identified a total of 3,081 mRNA transcripts that were significantly misregulated in INT compared to TOL mice (p<0.05). Among them, Hspa1a, Dnajb1 and Hspb7 were differentially expressed by more than two-fold under these conditions. Furthermore, we identified 61 distinct microRNA (miRNA) sequences significantly associated with TOL compared to INT mice; eight miRNAs corresponded to target sites in seven genes identified as being associated with heat tolerance pathways (Hspa1a, Dnajb1, Dnajb4, Dnajb6, Hspa2, Hspb3 and Hspb7).

**Conclusions:**

The combination of mRNA and miRNA data from the skeletal muscle of adult mice following heat stress provides new insights into the pathophysiology of thermoregulatory disturbances of heat intolerance.

## Introduction

Excessive heat or physical exertion in hot climates can bring about heat exhaustion or heatstroke in individuals. This is becoming more apparent in recent years possibly due to a combination of factors including climate change and an ageing population [1]. It is evident that certain individuals seem to be more vulnerable to excessive physiological strain, and greater build-up of metabolic heat, which leads to higher core body temperatures and eventual heat exhaustion or heatstroke [2]. This group of individuals can be referred to as heat intolerant, and as a consequence may suffer debilitating physical effects or life-threatening complications [3].

Skeletal muscle is the largest of the major body tissues compared to heart and brown adipose tissue, which contributes significantly to the thermogenic process via central nervous system (CNS) thermoregulatory network stimulation [4]. Repeated muscle contraction results in net heat production as a result of inefficient energy utilization from processes such as calcium ion sequestration, ATP production from fuel substrate oxidation and cross-bridge cycling [5]. At the cellular level heat shock proteins (Hsps) serve crucial roles in counteracting the undesired effects of heat stress or heatstroke. It is thought that through their molecular chaperone role and subsequent auto-immune responses, Hsps provide protection and maintain protein homeostasis within the cell [6], [7]. In addition, Hsp transcription factors, such as heat shock factor-1 (Hsf1) are also reported to be up-regulated during heat stress, which thereby implies the involvement of transcriptional regulation in the various pathways responsible for cellular maintenance and defense against heat stress [8]. Numerous studies have identified Hsp70 to be very important in the processes contributing to heat tolerance [9]–[11]. However, cell culture experiments have shown that Hsp70 is not the sole mediator of heat tolerance [12], [13]. As a result other pathways and proteins must also exist that are able to confer heat tolerance in the absence of Hsp70.

Currently the pathogenesis of heat stress or heatstroke is poorly understood. Moreover the molecular mechanisms contributing to the process of heat tolerance is even less clear. Therefore, it is important to fully characterize the mechanisms of heat sensitivity and ultimately develop strategies to both detect and possibly prevent heat intolerance. We hypothesized that the predisposition of heat intolerance is a multi-factorial episode involving dysregulation of both genetic and adaptive biochemical stress responses. The expression cascade of mRNAs and micro RNAs (miRNAs) specific to heat tolerance remain largely unknown in mammalian skeletal muscle. Understanding such pathways would also be important to begin understanding rhabdomyolysis, a severe condition characterized by skeletal muscle degeneration and muscle enzyme leakage that develops as a result of exercise-induced heat injuries and malignant hyperthermia [14], [15]. To provide some insight into the associated mechanisms of heat tolerance, we utilized our mouse model of heat intolerance [16] combined with whole genome expression and miRNA analyses. In this work, we showed that acute heat exposure induces more extensive stress responses in various tissues of INT mice than TOL mice in terms of Hsps and corticosterone. Our current study presents targeted pathways that could possibly be activated or suppressed pharmacologically to prevent the negative effects of heat exhaustion/stroke.

## Materials and Methods

### Animal Studies

The experiments were conducted using 18 adult male C57BL/6J mice (Jackson Laboratories, Bar Harbor, ME). The mice were 10–12 weeks old and weighed 22–26 g, when heat tests were performed. They were maintained in conventional animal facilities (∼21°C) with *ad libitum* food and water at the Uniformed Services University (USU) Laboratory Animal Medicine facility. The USU Institutional Animal Care and Use Committee approved all procedures performed on animals.

All experimental mice were surgically implanted with a temperature transponder (Model G2 E-Mitter, Mini Mitter Corp, Bend, OR), as previously reported [16]. At least two weeks were allowed for recovery. At the time of the experimental protocols, all mice were healthy as evidenced by body weight gains (≥presurgical levels), normal behavior and no sign of infection. Heat tests were conducted in an environmental chamber (Model 3950, Thermo Forma, Marietta, OH). Mice were placed in the chamber at ∼21°C (relative humidity: ∼22–30%) a day before experimentation. Heat exposures began the following morning after stable baseline data were obtained. Food and water were removed from cages before exposure. All heat tests and telemetry measurements made to identify TOL and INT mice were performed as described [16].

### Collection and Processing of Tissues

Collection of tissues was performed under anesthesia ∼18–22 hours following the heat test. Subsequently, liver, heart (left ventricle) and gastrocnemius muscle were removed, cleaned in ice-cold PBS, frozen immediately in liquid nitrogen and stored at −80°C. Tissue samples were homogenized and further processed before analyses. Briefly, frozen tissues were placed into polypropylene test tubes containing 1 ml of ice-cold PBS and homogenized (5–10 seconds) with a Tissue Tearor homogenizer (Bartlesville, OK). The Tissue Tearor was cleaned in a series of fresh PBS filled beakers before homogenizing each sample tissue. Homogenates were centrifuged at 14,000 RPM for 3 min. The supernatants were obtained and placed into new 1.5 ml Eppendorf tubes and stored at −80°C. The remaining pellets were evaporated to dryness and weighed for data correction.

### Enzyme-linked Immunosorbant Assay (ELISA)

Tissue homogenate supernatants were measured in duplicates using commercial ELISA kits sensitive to murine samples. The following ELISA kits were used for: Hsp72 (Stressgen, Ann Arbor, MI), Hsp40, Hsp90 (TSZ ELISA, Framingham, MA) and Hsf1 (Enzo Life Sciences, Plymouth, PA) as per the manufacturers’ instructions. The aspirating and washing cycles were completed by using an automatic microplate washer (Tecan Group Ltd, Switzerland). Samples were analyzed using the Magellan Data Analysis System (Tecan, Austria) and normalized to dry tissue weight (dw). Sensitivity of the assays were; 35, 100, 200 and 60 pg/ml respectively. Intra- and inter-assay coefficients of variation for ELISA concentrations were less than 5% per assay.

### Western Blot Analysis

Homogenized tissue samples (25 µl, equivalent to 50 µg protein) were subjected to denaturing and reducing gel electrophoresis for 45 minutes in BioRad Tris glycine/SDS buffer (25 mM Tris, 192 mM glycine and 0.1% SDS) on BioRad 4–15% Tris–HCl (10 well/50 µl) precast Mini-Protean TGX gel cassettes by using a BioRad Mini-Protean Tetra Cell module at 200 V. This was followed by electrophoretic blotting onto a BioRad nitrocellulose membrane (0.2 µm) by using a BioRad Trans-Blot Turbo transfer system (Hercules, CA). Hsp40, Hsp72, Hsp90, and Hsf1 proteins were detected using primary mouse anti -Hsp40, -Hsp72, -Hsp90 and -Hsf1 antibodies (Santa Cruz, CA) diluted 1∶200 respectively and a horseradish peroxidase-conjugated goat anti-mouse IgG secondary antibody (GE Life Science, NJ) diluted 1∶1000. Selected blots were re-probed using a β-tubulin monoclonal antibody diluted 1∶200 (Santa Cruz, CA) to assess gel well loading efficiency.

### Microarray and Data Analysis

Total RNA was extracted from gastrocnemius muscle tissue by using a polytron homogenizer (Brinkman, Westbury, NY). MicroRNA was extracted from total RNA with a miRVana isolation kit (Ambion, Austin, TX) according to manufacturer’s instructions; quality was assessed using Agilent 2100 Bioanalyzer (Santa Clara, CA).

For mRNA expression, cDNA synthesis and amplification were completed as described by the manufacturer (Illumina Inc., San Diego, CA). Messenger RNA microarrays were performed using Illumina Gene Expression BeadChip Arrays (MouseWG-6v2) technology. Arrays were scanned using the HiScanSQ system and decoded images analyzed by GenomeStudio gene expression module (Illumina Inc.). Genomics Suite 6.5 (Partek Inc., St. Louis, MO) was used for statistical analyses and data visualization, and this software automatically applies Robust Multi-array Analysis (RMA) normalization algorithm and performs *log2* transformation for the generated expression values. Additionally, the GenomeStudio report table was used in Hierarchical Clustering Explorer 3.0 (HCEv3) for probe-set filtering, power analysis and Chip-based unsupervised clustering [17].

For miRNA expression, microarrays were performed using Affymetrix GeneChip miRNA 2.0 Arrays kit as described by the manufacturer (Affymetrix, Santa Clara, CA). The arrays were washed and stained on the Affymetrix Fluidics station 450 and scanned with an Affymetrix gene chip scanner 3000 7 G and analysis performed with Affymetrix® miRNA QC tool 1.1.1.0 (Affymetrix, Santa Clara, CA) for data summarization, normalization and microarrays quality control. Expression values were analyzed using Affymetrix Expression Console Summarization probe-set algorithm for miRNA using RMA and Detection Above the Background method. The signal values were filtered based on absent/present calls. Only miRNAs with present calls >10% were accepted for further analyses.

Partek Genomics Suite 6.5 was used for the statistics and data visualization analyses for differentially expressed genes. Partek Integration Tool (Partek Inc., St. Louis, MO) for mRNA and miRNA integration was used to determine mRNA targets for miRNA seed sequences. For all microarray data one-way ANOVA and *t*-test were applied to verify significance of the comparative results with p≤0.05 being considered significant for further analyses. All original microarray data are deposited in the NCBI GEO database (accession number: GSE48271).

### Pathway and Network Analysis

To determine significant molecular pathways and networks we used Ingenuity Pathways Analysis (IPA) software tool (Ingenuity systems Inc.). IPA generates networks for differentially expressed genes that can be related to previously known associations between genes or proteins. Every resulting gene interaction has supporting literature findings available online. IPA computes a score for each network according to the fit of the user’s set of significant genes. The core analysis function was used to interpret mRNA and miRNA statistically significant microarray data from Partek in the context of biological processes, pathways, and networks. Moreover, mRNA and miRNA integration networks were created and analyzed.

### Quantitative RT-PCR

RNA was isolated from tissue using RNeasy Mini Kit and QIAshredder (Qiagen, Valencia, CA), and cDNA templates were prepared with the Maloney murine leukemia virus reverse transcriptase directed iScript One-Step RT-PCR system (BioRad, Hercules,CA). PCR primers for Hspa1a (5′-TGGTGCAGTCCGACATGAAG-3′ and 5′-GCTGAGAGTCGTTGAAGTAGGC-3′), Dnajb1 (5′-TTCGACCGCTATGGAGAGGAA-3′ and 5′-CACCGAAGAACTCAGCAAACA-3′), Dnajb4 (5′-AAAGAGGTCGCAGAAGCGTAT-3′ and 5′-TCTCCGTGGAAAGTGTACCTG-3′), Dnajb6 (5′-CCGAGGAAATAGAAGCCGAGG-3′ and 5′-ACCTAGTGACCCAAATGGAGT-3′), Hspa2 (5′-GCGTGGGGGTATTCCAACAT-3′ and 5′-TGAGACGCTCGGTGTCAGT-3′), Hspb3 (5′-GACCCCAGTGCGTTATCAGG-3′ and 5′-GGCTTTACTCAGGTCCTCGAT-3′) and Hspb7 (5′-GAGCATGTTTTCAGACGACTTTG-3′ and 5′-CCGAGGGTCTTGATGTTTCCTT-3′) were synthesized by the Genomics Core at the Biomedical Instrumentation Center (USU, MD) and utilized for quantitative RT-PCR. Relevant TaqMan miRNA Assay probes were obtained from Life Technologies and used per manufacturers’ instructions (Grand Island, NY). Real time RT-PCR was performed for 40 cycles using the Bio-Rad iCycler iQ real time PCR thermocycler and iScript SYBR green PCR supermix (Hercules, CA). Quantification of the RT-PCR products normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) expression was performed using iCycler iQ data analysis software and comparative CT method.

### Data Processing and Statistical Analysis

Non-microarray data are expressed as mean ± SEM. Data were analyzed by a paired Student’s t-test. The results were considered significant at p≤0.05.

## Results

### Temperature and Biochemical Profile of Heat Tolerance in Mice

TOL and INT mice were identified as previously described using our heat exposure test [16]. From the 18 mice tested we identified six TOL and six INT mice, which exhibited specific group core body temperature profiles during the heat test as shown in Figure 1A and B. The remaining six mice were classified as moderately tolerant (MT) based on their thermal responses. Overall the TOL mice group had a slower hyperthermic rate and significantly (p<0.05) lower peak core temperature than the INT mice (Figure 1A and B). To further verify stress-related changes associated with heat tolerance, protein levels of Hsp90, Hsp72, Hsp40, and Hsf1 were selectively compared in heart, liver and gastrocnemius muscle of TOL and INT mice 18–22 hours following heat exposure. As determined by ELISA (Figure 2A) TOL mice had significantly lower Hsp90 and Hsp72 protein levels in heart, liver and gastrocnemius muscle respectively (Hsp90: 54, 47 and 48%, p<0.05; Hsp72: 41, 39 and 42%, p<0.05), relative to INT mice. In contrast, TOL mice had significantly higher Hsp40 and Hsf1 protein levels (Hsp40: 92, 104 and 106%, p<0.05; Hsf1: 159, 103 and 137%, p<0.05) in heart, liver and gastrocnemius muscle respectively relative to INT mice. These patterns of Hsp90, Hsp72, Hsp40 and Hsf1 protein expression were also confirmed by Western blot analysis in gastrocnemius muscle tissue samples (Figure 2B).

**Figure 1:**
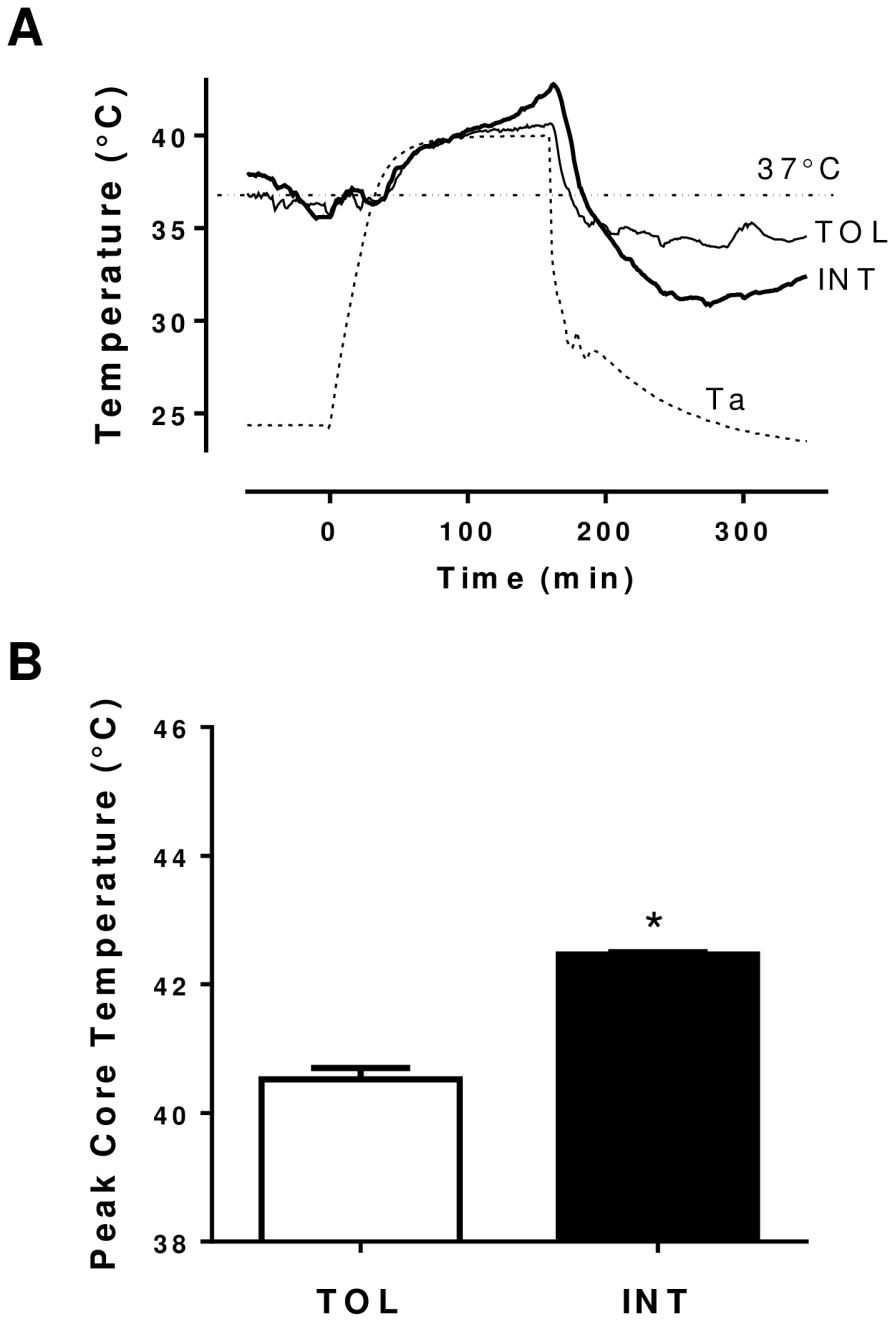
Temperature profiles associated with TOL and INT mice in response to heat exposure. (**A**) Representative tracings of animal core temperature before, during and after heat exposure. The signals were recorded simultaneously in real-time from a single experiment. The ambient temperature (Ta) was obtained inside an environmental chamber. (**B**) Average peak core temperature of TOL and INT mice during heat exposure experiments. *p<0.05 for differences (mean ± SEM, n = 6) between TOL and INT mice groups.

**Figure 2:**
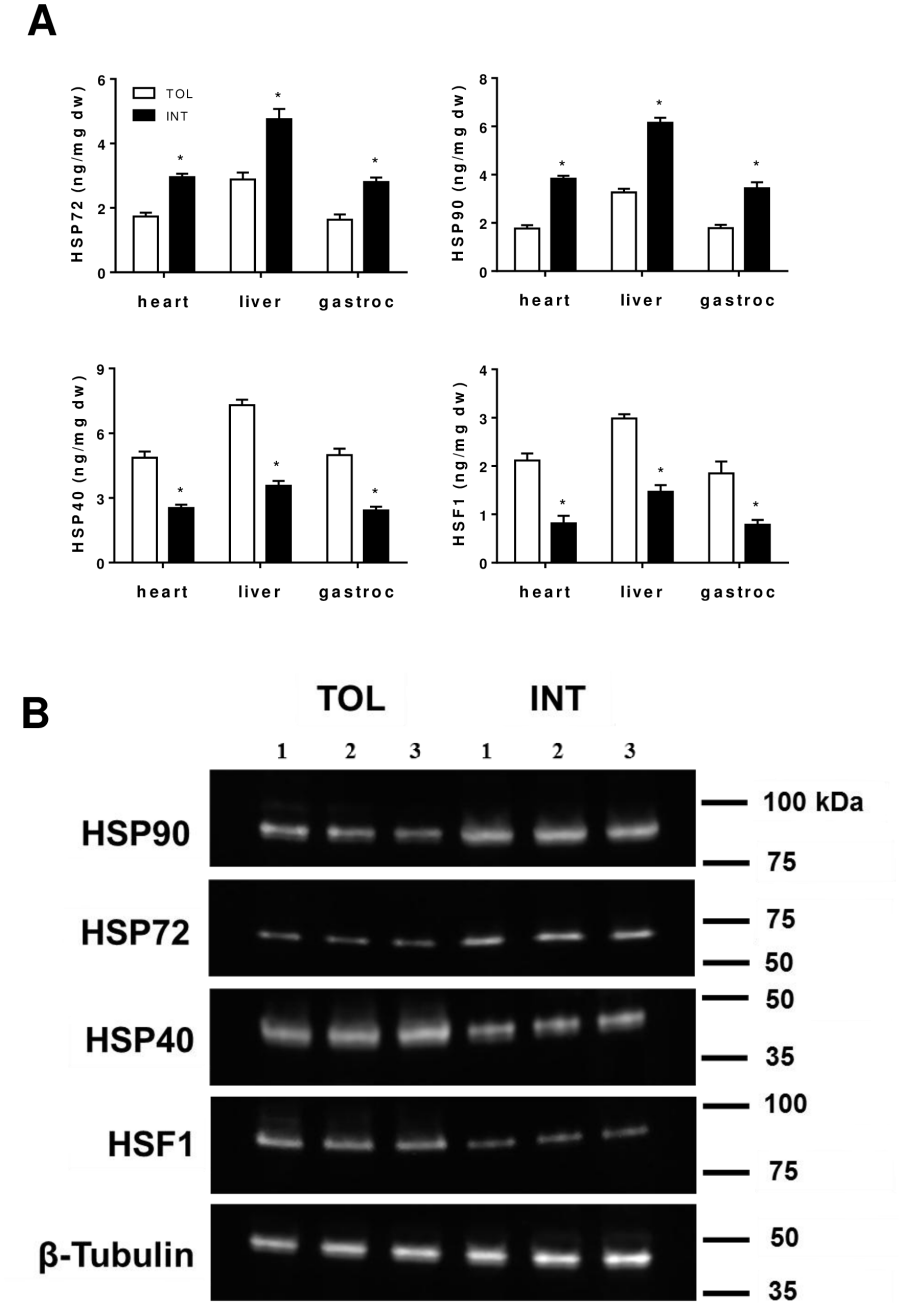
Hsp90, Hsp72, Hsp40 and Hsf1 protein levels in heart, liver and gastrocnemius muscle tissues of TOL and INT mice following heat stress experiment. (**A**) Analysis performed using ELISA. *p<0.05 for differences (mean ± SEM, n = 6) between TOL and INT mice groups. (**B**) Illustrative Western blot image comparing protein expression in gastrocnemius muscle tissue of TOL and INT mice (n = 3).

### Microarray Expression Analysis of Heat Tolerance in Mice

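Total RNA from the gastrocnemius, the large muscle of the calf, of 12 male C57BL/6J mice was labelled and hybridized to Illumina MouseWG-6 v2 BeadChips, with 1 array for each mouse. The sample labels name 6 of the mice TOL and 6 INT. The mice were 10 to 12 weeks old and weighed 22 to 26 g, and muscle was collected 18 to 22 h after the heat test, in which the chamber was warmed to 39.5°C for at most 3 h. The values used were the signals that the image software gave for each probe, on a linear scale and neither background subtracted nor normalized, each with its detection p. The median over the arrays of each array's median signal was 73.3 for the 6 mice labelled INT and 72.3 for the 6 labelled TOL, and the 95th percentile of the signal was 308.5 to 334.4 and 273.8 to 333. Between 15337 and 17017 probes were detected in the mice labelled INT (median 16337.5) and between 15179 and 16769 in those labelled TOL (median 16027). The signals were background corrected with a normal-exponential model, with an offset of 16, then quantile normalized and log2 transformed. The authors' methods name RMA normalization and log2 transformation in Partek Genomics Suite, one-way ANOVA and a t-test. Probes detected on at least 6 of the 12 arrays were tested with limma, which left 34.4% of the probes and 9034 named genes. A gene's value is that of its tested probe with the highest mean over the 12 arrays, and a log2 fold change is the mean of mice labelled TOL minus that of mice labelled INT. The offset shrinks the fold changes of dim probes. The groups are those of the sample titles and source names, which match each other, while a description field calls all 12 mice heat intolerant. Of 696 entries of the paper's Table S1 whose gene has 1 probe and 1 entry, 60.3% had the same sign in mice labelled TOL against mice labelled INT. Over these genes, which are not independent replicates, the table's log2 fold changes correlated with the labelled difference at r = 0.45, and 56.5% of all ways to divide the 12 mice into 6 and 6, the labelled one included, correlated at least as strongly. Every direction is therefore given for the labels.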

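Of the probes that passed the test, most had a lower signal in the muscle of mice labelled TOL. At an adjusted p under 0.05 from limma, 123 probes were lower and 6 were higher, on 90 named genes in all. Neb, which encodes nebulin, a giant protein along the thin filament, fell by 1.61 on the log2 scale (standard error 0.17, adjusted p = 0.000166 from limma, n = 6 mice per group), and all 6 mice labelled TOL lay below every mouse labelled INT. Neb has 1 probe on the array, so no other probe checks this value. Chd1, a chromatin remodelling enzyme, fell by 1.53 (standard error 0.25, adjusted p = 0.00448). The RNA helicase gene Ddx6 and the histone acetyltransferase gene Crebbp fell by 1.03 and 0.84, and Csnk2a1, a catalytic subunit of casein kinase, fell by 1.01. The histone methyltransferase gene Nsd1 fell by 0.94, and Ankhd1, Map3k20, Mtf2 and Zbtb38 fell by 0.83 to 1.30. The probes of Nsd1 and Crebbp were dim in mice labelled TOL (means of 4.39 and 4.52) and were detected on 9 and 10 of the 12 arrays. Those of Chd1 and Zbtb38 were nearly as dim in these mice (means of 4.92 and 4.88). The interferon-induced gene Bst2 rose by 0.47 (standard error 0.10, adjusted p = 0.0355 from limma) and H2-Aa, a class II histocompatibility gene, rose by 0.45 (standard error 0.10, adjusted p = 0.0344), with all 6 mice labelled TOL above the INT mean for both. Both probes were dim in mice labelled INT (means of 4.62 and 4.45). The calls of Bst2, H2-Aa, Mtf2 and Zbtb38 were lost with the deposited value table or, for Zbtb38, the RMA-type background (limma adjusted p = 0.0919, 0.177, 0.0717 and 0.0746) and in 8, 9, 9 and 9 of the 12 fits that left out 1 mouse, and with the methods' t-test on the same values those of Chd1 (0.0931), Csnk2a1 (0.126) and Ankhd1 (0.131) were lost too. With no background correction Neb, Chd1 and Crebbp had -0.93, -0.77 and -0.30. Among the higher genes that did not pass, Cntnap2 (0.46), Cmss1 (0.43), Prl3d3 (0.28), Sltm (0.27), Gstm5 (0.38), Gnas (0.62), 4833439L19Rik (0.34) and Znhit6 (0.25) had the smallest p, with adjusted p from 0.0730 to 0.142. The genes with a probe called lower had 126 other tested probes, on 65 of the 86 genes, with a median log2 fold change of -0.049. Of these other probes 25 were lower and 0 higher at an unadjusted p of 0.05 or less from limma. Ttn, the titin gene, had 4 of 10 tested probes called lower, while its brightest probe had a log2 fold change of 0.0014. At the study's threshold, an unadjusted p of 0.05 or less, 1543 probes passed, where chance alone gives 778.5 in both directions together. Of these, 718 were higher and 825 lower. Leaving out INT mouse 7 or TOL mouse 3 left 78 or 79 probes at an adjusted p under 0.05, and the methods' t-test on the same values left 52 after Benjamini-Hochberg adjustment.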

A microarray analysis comparing gastrocnemius muscle tissue from TOL and INT mice groups (n = 6 per group) was conducted, and 3,081 genes were identified as being significantly (p<0.05) different in TOL mice compared to INT mice (Figure 3A and Table S1). The majority of the genes (91%) had less than a 1.5-fold difference and only about 1% of genes had more than a two-fold difference in expression levels. However seven genes with links to the thermal response were selected based on fold change and significance (Figure 3B). 

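Few named genes differed by more than 2-fold between the labelled groups. Of the 1543 probes at an unadjusted p of 0.05 or less, 92.3% differed by less than 1.5-fold and 23 (1.49%) by more than 2-fold. Of the 129 probes at an adjusted p under 0.05, 15 differed by more than 2-fold, among them those of Neb (3.04-fold lower), Chd1 (2.90-fold lower), Ankhd1 (2.46-fold lower), Ddx6 (2.04-fold lower) and Csnk2a1 (2.02-fold lower). The slow-muscle troponin genes Tnnc1 and Tnnt1 were 2.40-fold and 2.06-fold lower without passing the test (adjusted p = 0.405 and 0.414 from limma), and without TOL mouse 11 their log2 fold changes were -0.85 and -0.67, under 2-fold. The shares differed with other treatments of the values. With the authors' deposited value table, 56.3% of the probes at that p differed by less than 1.5-fold and 17.6% by more than 2-fold, and with an RMA-type background correction the shares were 79.4% and 4.98%. The share over 2-fold was 24.1% with the methods' t-test on the deposited table, 0.395% with no background correction, 0.589% with an offset of 50, 0.894% with no filter and 2.33% without TOL mouse 9.

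**Figure D1:**
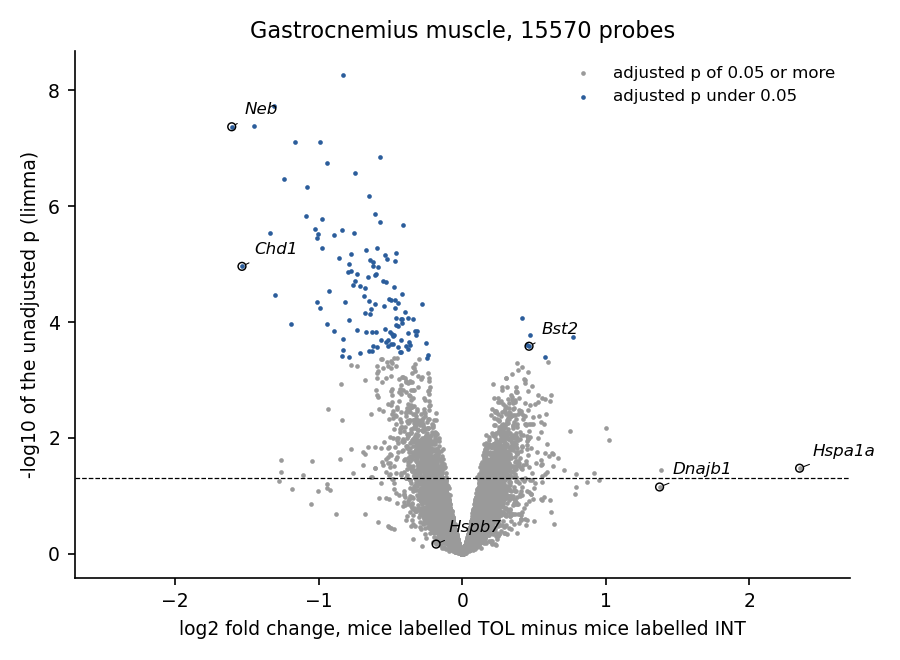
Each point is 1 of the probes tested, with the log2 fold change of mice labelled TOL against mice labelled INT (6 each) on the horizontal axis and the negative log10 of the unadjusted p from limma on the vertical axis. Blue points passed an adjusted p of 0.05 (123 lower, 6 higher), the dashed line marks an unadjusted p of 0.05, and circles mark the gene values of 6 named genes.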

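In the fit without a block none of the 7 genes passed an adjusted p of 0.05 from limma, over all probes or adjusted over the list alone. With the mouse number as a block Hspa1a and Dnajb1 had an unadjusted p of 0.0105 and 0.00777 from limma (adjusted p = 0.288 and 0.253 over all probes, with no adjustment over the list alone made there). In the fit without a block Hspa1a alone by gene value had an unadjusted p of 0.05 or less from limma, as had 1 of the dimmer probes of Dnajb6 (0.22, unadjusted p = 0.0431 from limma). With the methods' t-test in place of limma's, 0 of the 7 gene values had one, adjusted or not, on the same values (unadjusted p = 0.104 for Hspa1a) or on the deposited table (0.122), and with limma Hspa1a lost it in 6 of the 12 fits that left out 1 mouse (unadjusted p = 0.0508 to 0.0843). The study chose this list on these arrays. Dnajb4 and Dnajb6 encode Hsp40 co-chaperones. Dnajb4 had a log2 fold change of -0.09 (standard error 0.09, adjusted p = 0.787 from limma, n = 6 mice per group), and another of its probes had 0.17. Dnajb6 had 0.013 (standard error 0.09, adjusted p = 0.980), and its 3 other tested probes ranged from -0.20 to 0.22. Hspa2, an Hsp70 family member, had a log2 fold change of -0.07 (standard error 0.15, adjusted p = 0.920), with -0.07 at its other probe. The small heat shock gene Hspb3 had 0.08 (standard error 0.14, adjusted p = 0.908). For these 4 genes the exact two-sided permutation p of 6 against 6 mice was 0.364 for Dnajb4, 0.846 for Dnajb6, 0.665 for Hspa2 and 0.636 for Hspb3, and 0.846 for each after Benjamini-Hochberg adjustment over the 7 genes.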

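Hspa1a, which encodes the heat-inducible Hsp70 chaperone Hsp72, was 5.10-fold higher on average in mice labelled TOL, with log2 intensities of 7.76 ± 3.17 (SD, n = 6) against 5.41 ± 0.57 (SD, n = 6) in mice labelled INT. TOL mice 4, 7 and 11 stood at 10.0, 8.88 and 12.4, and TOL mice 3, 5 and 9 at 5.23, 4.68 and 5.29, within the range of the mice labelled INT (4.64 to 6.26). The log2 fold change was 2.35 (standard error 1.01, unadjusted p = 0.0332 and adjusted p = 0.457 from limma, exact two-sided permutation p = 0.147). Dnajb1, the Hsp40 co-chaperone that works with Hsp70, was 2.59-fold higher on average, at 8.33 ± 2.13 against 6.95 ± 0.72 (SD, n = 6 each). The same 3 mice labelled TOL stood at 10.7, 10.3 and 9.77 and the others at 6.31 to 6.49, with a highest value of 8.09 among mice labelled INT. Its log2 fold change was 1.37 (standard error 0.71, adjusted p = 0.563 from limma, exact permutation p = 0.167). Hspb7, a small heat shock protein gene of skeletal and cardiac muscle, was 1.13-fold lower on average, at 8.08 ± 0.66 against 8.26 ± 1.18 (SD, n = 6 each), with a log2 fold change of -0.18 (standard error 0.43, adjusted p = 0.931 from limma, exact permutation p = 0.738). Without TOL mouse 11, the array with the lowest mean correlation to the others (0.973), the log2 fold change of Hspa1a was 1.42, and without TOL mouse 4 that of Dnajb1 was 0.89. That of Hspb7 lay between -0.44 and 0.057 as each mouse was left out in turn and was 0.08 with array weights.

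**Figure D2:**
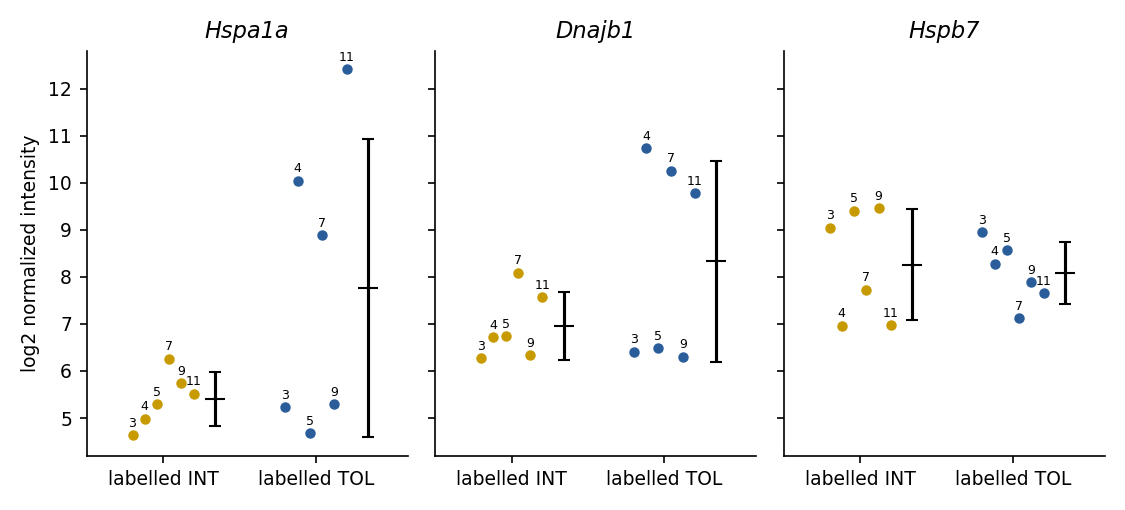
Log2 normalized intensity of Hspa1a, Dnajb1 and Hspb7 in each mouse labelled INT (yellow) or TOL (blue), with mouse numbers beside the points and the mean and SD of 6 mice in black. For Hspa1a and Dnajb1, TOL mice 4, 7 and 11 lie above all 6 mice labelled INT and the other 3 lie among them, while for Hspb7 the groups overlap.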

From these seven genes only the mRNA levels of three genes (Hspa1a, Dnajb1 and Hspb7) for the TOL group showed at least a two-fold difference compared to INT mice. All seven selected candidate genes identified using microarray data were validated using real-time quantitative RT-PCR (Figure 4A). In addition all three genes: Hspa1a, Dnajb1 and Hspb7 were validated to have mRNA levels greater than a two-fold difference between TOL and INT mice, as shown initially by microarray data. We also examined miRNA expression using microarrays. Sixty-one distinct miRNA seed sequences were identified as being significantly (p<0.05) different for TOL compared to INT mice (Table S2). All miRNA had less than 1.3-fold difference in expression levels. Combined mRNA and miRNA microarray data integration identified eight miRNA seed sequences corresponding significantly (p<0.05) to target sites of selected genes associated with the thermotolerance process (Figure 3B). In particular miRNA seed sequences miR-199a-3p and miR-34a-5p were associated with highest-ranking fold change genes Hspa1a and Dnajb1. These eight miRNA seed sequences were validated using real-time quantitative RT-PCR (Figure 4B).

**Figure 3:**
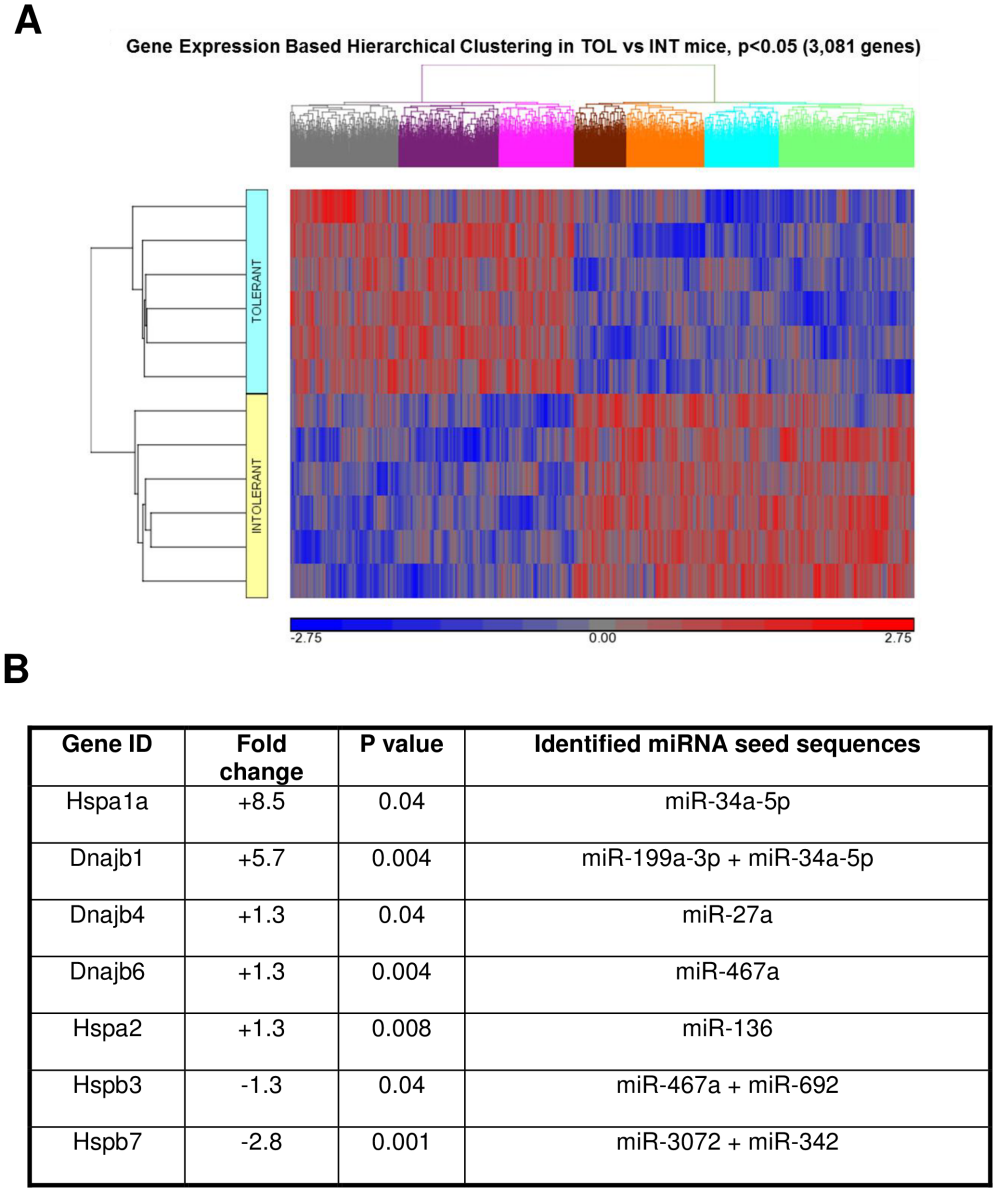
Gene expression profiles in gastrocnemius muscle tissue of TOL vs. INT mice. (**A**) Cluster analysis of microarray data from TOL (blue) and INT (yellow) mice groups. Here all genes that significantly changed were included in the analysis (p<0.05, n = 3,081). Results were generated using Partek Genomics Suite. The color code for the signal strength in the classification scheme is shown in the panel below. Induced genes are indicated by shades of red and repressed genes are indicated by shades of blue. (**B**) List of most highly changed genes with fold change and p-value significance relevant to heat tolerance pathways in TOL mice and their associated miRNA seed sequences as determined using microarray data analysis (p<0.05, n = 61).

**Figure 4:**
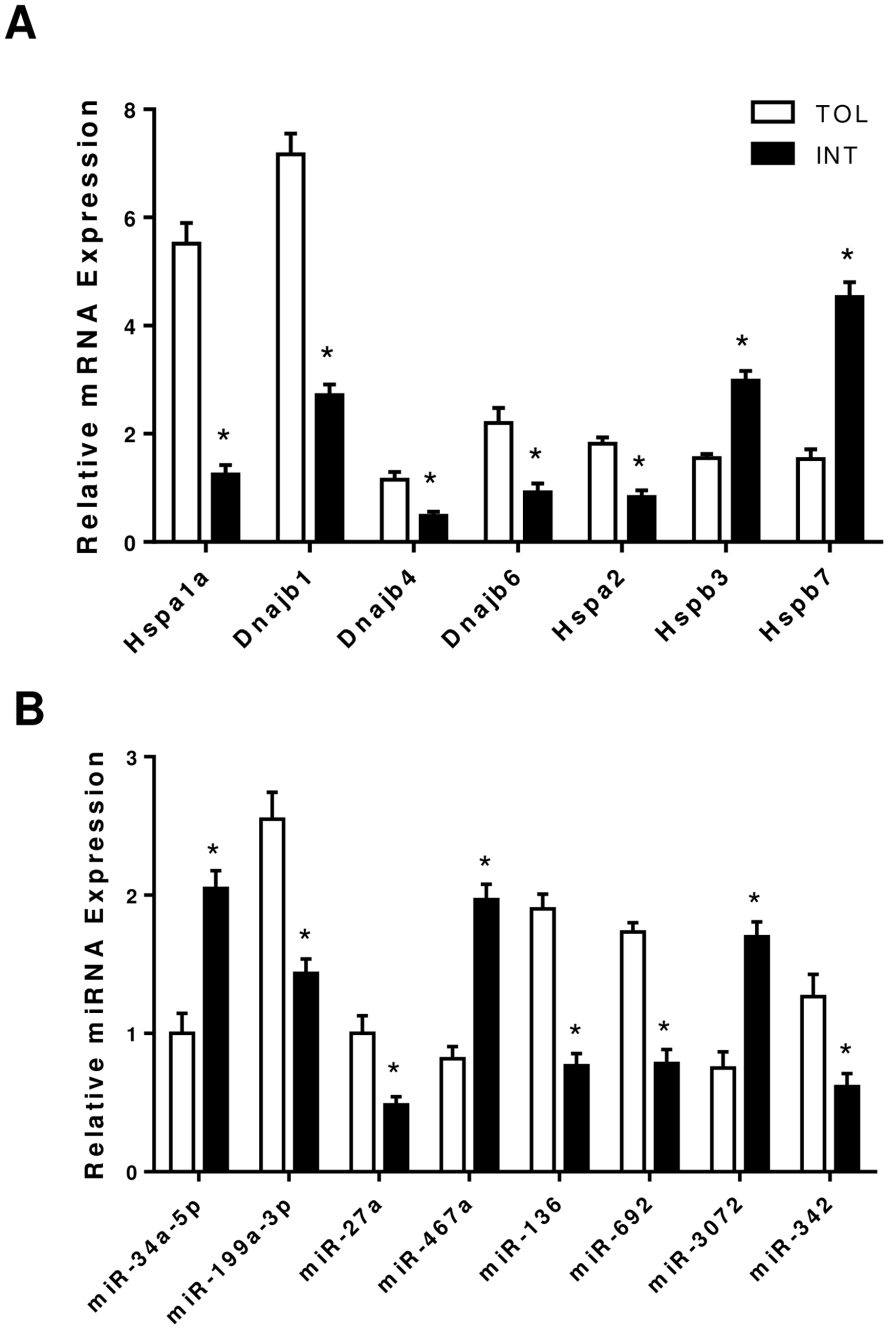
Validation of differential gene expression in gastrocnemius muscle tissue using quantitative RT-PCR. (**A**) mRNA expression of genes selected to be important in the heat tolerance pathways of TOL versus INT mice. *p<0.05 for differences (mean ± SEM, n = 6) between TOL and INT mice groups. (**B**) miRNA expression of target seed sequences determined to be important in the heat tolerance pathways of TOL mice. *p<0.05 for differences (mean ± SEM, n = 6) between TOL and INT mice groups.

### Analysis of Molecular Pathways in Heat Tolerant Mice

Figure 5 shows the genetic networks associated with TOL mice as defined by pathway analysis on the 3,081 genes found to be differentially expressed. 

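In the network of Fig. 5, 31 gene names could be read, of which 25 were tested. Hspa1a and Dnajb1 were its only members over 2-fold, both higher on average in mice labelled TOL, and without TOL mouse 4 or 7 Hspa1a alone was. Of the 25, 13 were higher and 12 lower on average, 0 passed an adjusted p of 0.05 from limma and 1, Hspa1a, had an unadjusted p of 0.05 or less. The methods' t-test also called neither Hspa1a (adjusted p = 0.630) nor Dnajb1 (adjusted p = 0.701). Flnc, the filamin C gene of the muscle Z-disc, came next in size with a log2 fold change of -0.36 (standard error 0.36, adjusted p = 0.803 from limma). The kinase gene Clk1 had 0.28 (adjusted p = 0.679) and the lysosomal protease gene Lgmn 0.25 (adjusted p = 0.531). The study built this network from genes chosen on these arrays.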

The pathway analysis performed on our study data showed that the genes Hspa1a and Dnajb1 were significantly (p<0.05) up-regulated and to the greatest extent within the network by more than eight- and five- fold, respectively (Figure 5). In addition, pathway analysis was performed on the two miRNA seed sequences most relevant to TOL mice. Figure 6 shows the IPA-generated networks associated with miRNA seed sequences miR-199a-3p and miR-34a-5p. Dnajb1 was associated with seed sequence miR-199a-3p (Figure 6A) whereas both Dnajb1 and Hspa1a were associated with seed sequence miR-34a-5p (Figure 6B).

**Figure 5:**
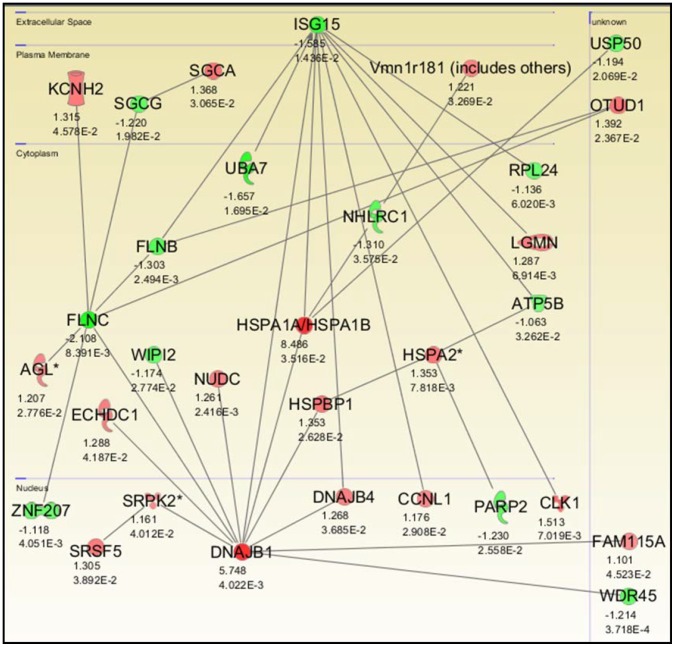
Significant gene networks in gastrocnemius muscle tissue associated with TOL mice. IPA-generated pathways important for heat tolerance with individual gene fold change and p-value significance. Both upregulated (red) and downregulated (green) genes were included in the analysis. Relationships are primarily due to co-expression, but may include phosphorylation/dephosphorylation, proteolysis, transcription, binding, inhibition, activation/deactivation, and biochemical modification. Only Hspa1a and Dnajb1 are differentially expressed by more than 2.5-fold within this network.

**Figure 6:**
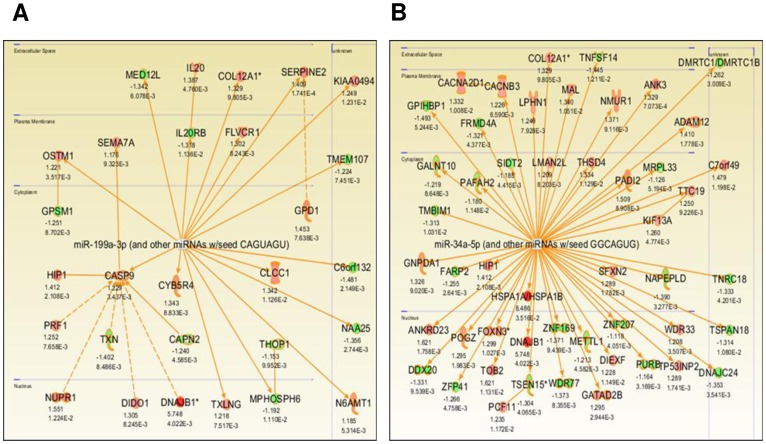
Gene networks in gastrocnemius muscle tissue associated with miRNA relevant to heat tolerance. Illustrated IPA-generated pathways associated with miRNA seed sequences (**A**) miR-199a-3p and (**B**) miR-34a-5p. Both upregulated (red) and downregulated (green) genes with fold change and p-value significance are shown. Only Dnajb1 (**A**) and both Hspa1a and Dnajb1 (**B**) are differentially expressed by more than 2-fold within their respective networks.

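In the network of Fig. 6A, 26 gene names could be read and 21 were tested. Dnajb1 was the only one over 2-fold (1.86-fold without TOL mouse 4 and 1.99-fold without TOL mouse 7, which leaves 0), 10 were higher and 11 lower on average, and 0 passed an adjusted p of 0.05 from limma, while 2 had an unadjusted p of 0.05 or less. These were Il20rb, a cytokine receptor subunit gene, at a log2 fold change of 0.23 (adjusted p = 0.345), and Gpd1, a glycerol phosphate dehydrogenase gene, at 0.38 (adjusted p = 0.459). In the network of Fig. 6B, 48 names could be read and 40 were tested, of which 14 were higher and 26 lower on average. Hspa1a and Dnajb1 were the only ones over 2-fold, Dnajb1 not without those mice, and with the deposited table or the RMA-type background 3 members were. Gatad2b, a subunit gene of the NuRD chromatin complex, fell by 0.75 (standard error 0.13, adjusted p = 0.00652 from limma, n = 6 mice per group) and was the only member of the network to pass. Gnpda1 (-0.31, adjusted p = 0.352) and Frmd4a (-0.23, adjusted p = 0.372) had the next smallest p.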

## Discussion

Inflammatory cytokines and their associated proteins together with Hsps serve a significant role in mediating the body’s response to heat stress and subsequent prognosis [18]. Skeletal muscle, which comprises about 40% of body weight, is very important for maintaining thermal homeostasis [4]. We recently reported that INT mice (categorized based on their overall thermal responses to heat stress) have significantly higher Hsp72 and Hsp90 proteins in skeletal muscle 18–22 hours following heat exposure, compared to TOL mice [16]. The rapid synthesis of heat shock proteins is a primary cellular defense against acute heat/inflammatory insults [6], [8]. Differential activation of muscle stress proteins between TOL and INT mice, which likely is one of the mechanisms for developing cellular inflammatory resistance and heat tolerance, remains poorly understood. In the present study, we compared gene mRNA and miRNA expression profiles in skeletal muscle of TOL mice and INT mice to identify possible molecular networks and pathways contributing to heat tolerance.

It is generally understood that under heat stress, Hsf1 mediates induction of Hsp gene expression [19], [20]. However, differential expression of other pathways and proteins that regulate Hsps might explain the dissimilar physiological and biochemical profiles of TOL and INT mice [21]. We demonstrate that heat intolerance in mice is associated with differential expression of Hsp72, Hsp40, Hsp90 and Hsf1 protein levels in major organs/tissues following heat exposure as well as higher peak core temperatures during heat exposure (see Figures 1 and 2) [16]. This suggests that under heat stress TOL mice may possibly have a novel gene-specific transcriptional regulation of Hsps that produces a higher thermogenic threshold compared to INT mice. 

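Among the gene groups fixed before the data were examined, genes of slow-twitch fibres were lower as a group in mice labelled TOL. All 11 tested genes of this group were lower on average, with a median log2 fold change of -0.64. They include the troponin genes Tnnc1 (-1.26) and Tnnt1 (-1.04), the slow calcium pump gene Atp2a2 (-0.85) and the slow myosin genes Myl2 (-0.76) and Myh7 (-0.55). The group's adjusted p was 2.03e-05 from limma's camera with a preset correlation, and adjusted p = 0.455 with an estimated correlation. Single genes gave 0 at an adjusted p under 0.05, 0 adjusted over the list alone and 7 lower at an unadjusted p of 0.05 or less. Of 13 fast-twitch fibre genes, 7 were higher and 6 lower on average (camera adjusted p = 0.318), with 0 adjusted over the list alone, and Tnnt3 had 0.22. Smooth muscle and pericyte markers were lower as a group (5 of 6 genes, median -0.21, camera adjusted p = 0.0250, adjusted p = 0.293 with an estimated correlation), among them Acta2 (-0.43, and -0.24 without TOL mouse 11) and Rgs5 (-0.31), with a group median of -0.088 with no background correction and -0.36 with the deposited table. Excitation-contraction coupling and calcium handling genes were higher as a group (11 of 15 genes, median 0.096, camera adjusted p = 0.0263, adjusted p = 0.226 with an estimated correlation), with the calcium channel subunit gene Cacng1 at 0.42 and Fkbp1a at 0.35. Under median scaling the median of this group was -0.0033 and its call was lost (adjusted p = 0.137), while the antioxidant and circadian groups below kept their calls at medians of 0.030 and 0.021. Antioxidant and Nrf2 target genes were higher as a group (14 of 16 genes, median 0.13, camera adjusted p = 0.0263, adjusted p = 0.293 with an estimated correlation), among them Gstm1 (0.30) and Sod2 (0.15). Circadian clock genes, a list partly picked after reading Table S1, were higher as a group (8 of 12 genes, median 0.09, camera adjusted p = 0.0294, adjusted p = 0.226 with an estimated correlation), among them Ciart (0.58), Per2 (0.45) and Tef (0.39). No member of these last 4 groups passed by itself, over all genes or adjusted over the list alone. With array weights the slow-twitch group alone was called, and single mice also decided calls. The antioxidant call was lost without INT mouse 3 (median 0.070, adjusted p = 0.163 from camera) or TOL mouse 5 (median 0.078, adjusted p = 0.107), with a median of 0.079 without TOL mouse 11, and the calcium call without INT mouse 3 (0.121), INT mouse 5 (0.0702), TOL mouse 7 (0.0828) or TOL mouse 11 (0.0706), while without INT mouse 7 the calcium median was 0.15. The circadian call was lost without INT mouse 5 (0.0873), INT mouse 9 (0.0698) or TOL mouse 7 (0.0980), with the deposited value table (0.0565) and with the RMA-type background (0.0547), and its median was 0.044 to 0.15 as each mouse was left out.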

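The paper's Table S1 has 3081 entries, and the genes of 1617 of them were tested, after 533 entries with an older name had been given the current one. Of these 1617, 1014 (62.7%) had the same sign in mice labelled TOL against mice labelled INT, 55 of them at an unadjusted p of 0.05 or less from limma and 2 at an adjusted p under 0.05, and 26 had the opposite sign at an unadjusted p of 0.05 or less. Of the 760 named genes at that unadjusted p, among 9034 tested, 75 are in the table. Over all probes tested 9.91% reached that unadjusted p. The 55 and 26 of 1617 entries are a smaller share than the 760 of 9034 named genes. Entries of the table thus reached that p less often than the genes tested at large, which was not put to a test. The table comes from the same arrays, so the comparison is no independent evidence. Over 6 kinds of values the labelled division had the same sign for at most 60.5% of 696 entries. This argues against the treatment of the values as the reason for the gap. The labels may not be the groups that the table compares. Among the entries at its ends, Smox, the spermine oxidase gene of polyamine breakdown, had a log2 fold change of 0.29 (adjusted p = 0.845 from limma), with 0.30 to 0.40 at its 4 other probes. The early growth response gene Egr2 had 0.019 (standard error 0.61, adjusted p = 0.996). Mustn1, a muscle and skeletal development gene, had -0.49 and -0.59 at its 2 probes (adjusted p = 0.816 and 0.776). Odf3l2, listed there under its older name Gm1157, had 0.64 (standard error 0.61, adjusted p = 0.790). Without TOL mouse 11 Smox had 0.027 and Odf3l2 0.020, and without INT mouse 5 Mustn1 had -0.18. Adora1 has no probe under that name here.

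**Figure D3:**
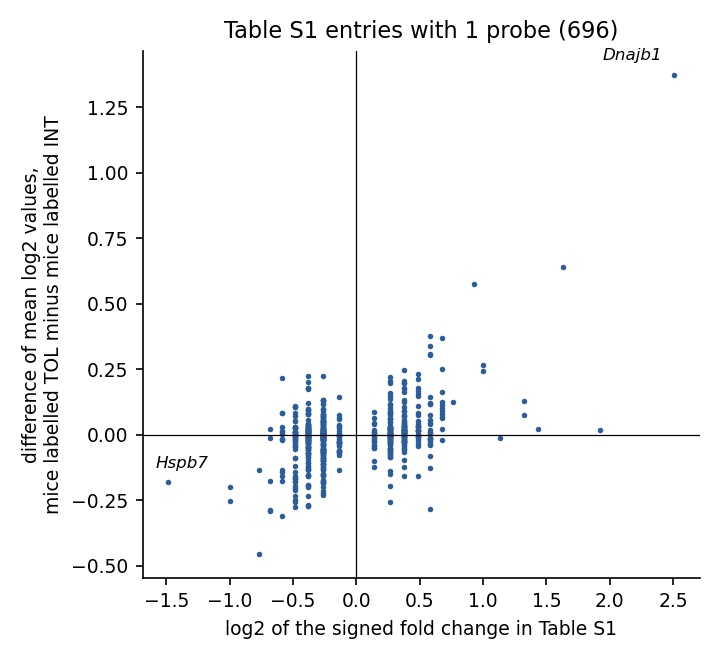
Each point is 1 of 696 entries of the paper's Table S1 whose gene has 1 probe and 1 entry, with the log2 of the table's signed fold change on the horizontal axis and the difference of mean log2 values between mice labelled TOL and INT (6 each) on the vertical axis. The sign is the same for 60.3% of the entries, and Dnajb1 lies far above the rest.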

Microarray data shown in Figure 3 identified 3,081 genes differentially expressed in TOL mice compared to INT mice (Table S1). However, only 1% of these genes differed more than two-fold in expression levels. To further refine this list of genes associated with heat tolerance we focused on genes known to interact biologically in thermoregulatory pathways, namely Hsps [13], [21]. This produced a list of three high ranking genes (Hspa1a, Dnajb1 and Hspb7), with two of these genes (Hspa1a and Dnajb1) having the highest fold-change signal of the entire pool, as determined by microarray analysis. 

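Over the 9034 named genes tested, Hspa1a had the largest fold change in either direction between the labelled groups, but this rank rests on 1 mouse, since without TOL mouse 11 it was the 4th, behind Neb (-1.63) and Chd1 (-1.44) among others. Dnajb1 was the 3rd largest among higher genes and the 5th in either direction, after the called genes Neb and Chd1 and after Nmrk2, a nicotinamide riboside kinase gene named after its value was seen (2.62-fold higher, adjusted p = 0.461 from limma). The rank of Dnajb1 in either direction was at best 2nd, as without TOL mouse 3, and was 12th without TOL mouse 7 and 16th without TOL mouse 4. With the deposited table it was 30th. Without a filter on that table, as used for the methods' t-test, it was 44th of 19057 genes. The heat shock genes Hspa1b and Hsp90aa1 were 5th and 6th among higher genes, with TOL mouse 11 at 7.75 and 7.73 on the log2 scale and no other mouse above 5.48 and 5.50. Their probes were dim in mice labelled INT (means of 4.36 and 4.55), and each was detected on 9 of the 12 arrays. Hspb7 ranked 789th among lower genes, but its value was above 0 with array weights and without INT mouse 5, INT mouse 9 or TOL mouse 7, and without INT mouse 11 it was the 166th in either direction, against 1506th with all mice. The paper starts from the genes at an unadjusted p under 0.05, narrows them to genes known to interact in thermoregulatory pathways, and from their fold changes names Hspa1a, Dnajb1 and Hspb7 as high ranking. The paper also reports RT-qPCR that bore out all 7 selected genes, with differences over 2-fold for these 3. It gives Hspa1a and Dnajb1 the highest fold changes of the whole pool, and it concludes that genes like these 3 contribute most to heat tolerance in the system it studied and that further work is needed on them.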

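Target genes of heat shock factor 1 that encode chaperones were higher as a group in mice labelled TOL, with 14 of 20 tested genes higher on average and a median log2 fold change of 0.11 (camera adjusted p = 0.0263 from limma, adjusted p = 0.604 with an estimated correlation). The exact two-sided permutation p of the mean over the list was 0.223 (adjusted p = 0.602 over the lists). TOL mouse 9 had the lowest mean of all mice (-0.57 from the mean of all mice on the log2 scale). Hspa1a leads this group, and Ahsa1, an Hsp90 co-chaperone gene (0.30, unadjusted p = 0.0374 from limma, with TOL mouse 11 at 7.55 and no other mouse above 7.212), was the other member at an unadjusted p of 0.05 or less, with 0 adjusted over the list alone. The call was lost without TOL mouse 11 (median 0.024, camera adjusted p = 0.522), INT mouse 4 (0.153) or INT mouse 7 (0.0644), with a detection p under 0.01 (0.0525) and with array weights (0.0739), and without TOL mouse 9 the median was 0.20. Under median scaling the call stood at a median of 0.028. Of the 10 genes of the Hsp70 family tested, 6 were higher and 4 lower on average (median 0.068, camera adjusted p = 0.311), with 0 adjusted over the list alone. Apart from Hspa1a and Hspa1b they lay between -0.12 (Hspa12b) and 0.12 (Hspa8). The family passed without TOL mouse 9 (median 0.13, adjusted p = 0.0359). Of 5 genes of the Hsp90 family and the heat shock factors, 3 were higher (median 0.099, camera adjusted p = 0.311), with 0 adjusted over the list alone. Trap1, the mitochondrial Hsp90, had 0.30 (adjusted p = 0.451) and Hsf2 -0.10 (adjusted p = 0.848, with TOL mouse 9 the lowest of all mice at 4.32). Hsp90ab1 and Hsf1 have no probe under those names here. Gapdh, the reference of the RT-qPCR, had a log2 fold change of 0.062 (adjusted p = 0.793).

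**Figure D4:**
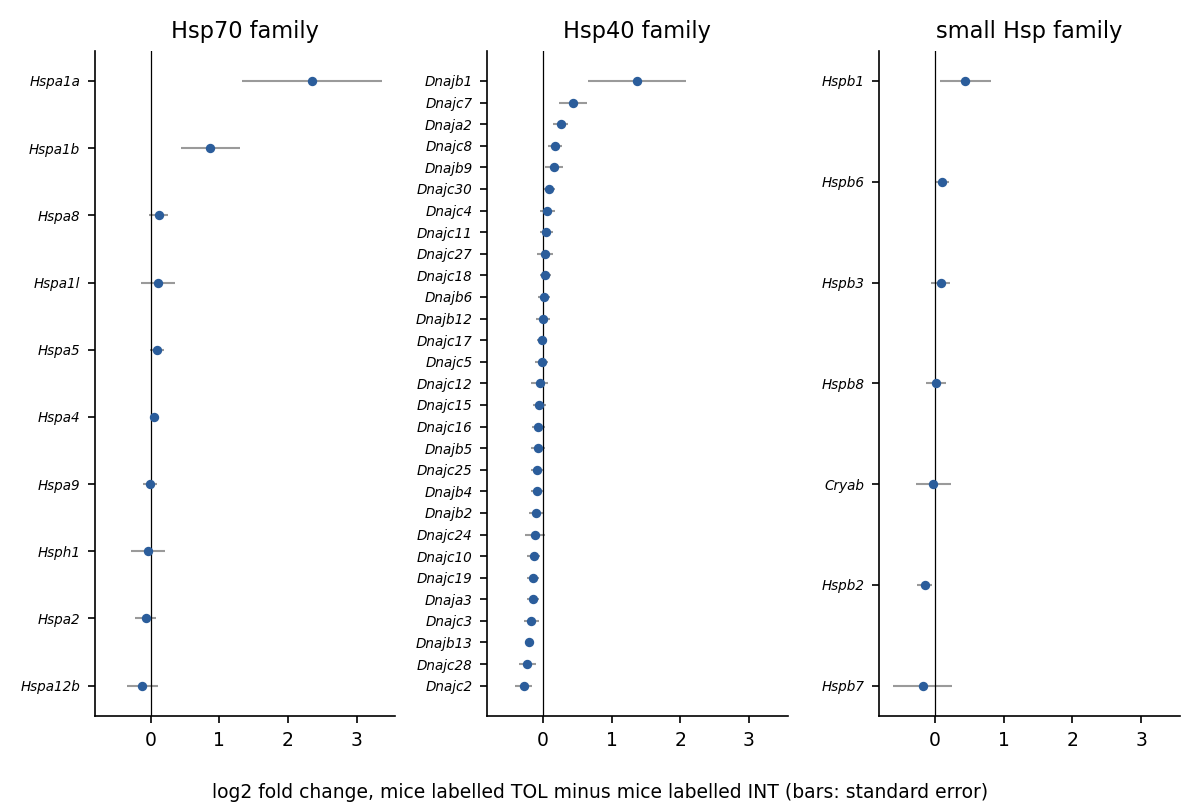
Log2 fold change of mice labelled TOL against mice labelled INT (6 each) for each tested gene of the Hsp70, Hsp40 and small Hsp families, 1 probe per gene, with the standard error from limma as a bar. Hspa1a (2.35), Dnajb1 (1.37) and Hspa1b (0.87) lie farthest to the right and none of the genes passed an adjusted p of 0.05.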

Other genes from the Hsp category were also differentially expressed in TOL mice compared to INT mice, albeit to a lesser extent (<1.5-fold), and quantitative RT-PCR demonstrated up-regulation of Hspa1a and Dnajb1 and down-regulation of Hspb7 in TOL mice relative to INT mice. Our search to find networks describing functional relationships between gene products based on known interactions reported in the literature demonstrated that only Hspa1a and Dnajb1 are differentially expressed by more than 2.5-fold. The major contribution of these two genes to heat tolerance mechanisms have been previously reported, but have not been directly linked to processes involving skeletal muscle [8], [12], [13], [21]. Further studies will be needed to investigate these genes in more detail for their direct influence on mechanisms contributing to heat tolerance/thermoregulation.

The Hspa1a gene is the key component of the Hsp70 family, which is both expressed under normal conditions and substantively induced after heat stress following Hsf1 stimulated transcription of the gene [22], [23]. Immediate increases in the molecular chaperone Hsp70 are supposed to provide protection from the effects of heat stress [8], [9]. 

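Hspa1a and Hspa1b are neighbouring, nearly identical genes for the inducible Hsp70, so that a probe of one can also bind the other's transcript. Of the 3 Hspa1a probes on the array 1 was tested, and of the 2 Hspa1b probes 1. The Hspa1b probe had a log2 fold change of 0.87 (standard error 0.42, adjusted p = 0.528 from limma, n = 6 mice per group), with log2 intensities of 5.23 ± 1.34 (SD, n = 6) in mice labelled TOL and 4.36 ± 0.08 (SD, n = 6) in mice labelled INT. It was above every mouse labelled INT in 3 of the 6 mice labelled TOL. Hsp90aa1, the inducible Hsp90 gene, had 0.79 at its brighter probe (standard error 0.41, adjusted p = 0.566) and 0.46 at the other. Without TOL mouse 11 the Hspa1b probe had 0.37 and Hsp90aa1 0.32.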

Our microarray data show that Hspa1a is the most preferentially up-regulated gene in skeletal muscle tissue of TOL mice. However INT mice have higher prolonged Hsp72 protein levels. This would suggest both the expression levels and altered processing of this gene might account for the observed differences between TOL and INT mice. Overall, abnormal regulation of these networks and genes could have important biological consequences in the skeletal muscle of heat sensitive individuals.

Genetic variations in the Hspa1a gene have been previously described to affect Hspa1a protein synthesis and produce susceptibility towards certain diseases such as hypertension [24], ischemic stroke [25] and coronary heart disease [26]. Thus genetic variations in the Hspa1a gene or its transcription factor Hsf1 (polymorphisms of the regulatory region and/or epigenetic differences) could account for the differences in heat tolerance between TOL and INT mice. Additional studies will be required to address this issue.

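Of 29 genes of the Hsp40 family tested, 12 were higher and 17 lower on average in mice labelled TOL, with a median log2 fold change of -0.049 (camera adjusted p = 0.539 from limma) and a mean of 0.026. The median lay between -0.053 and -0.0043 (without TOL mouse 7) as each mouse was left out in turn. None passed an adjusted p of 0.05, over all genes or adjusted over the list alone, while 2 were higher and 2 lower at an unadjusted p of 0.05 or less from limma. Those higher were Dnaja2 (0.26, adjusted p = 0.429) and Dnajc7 (0.44, adjusted p = 0.499), and those lower were Dnajb13 (-0.20, adjusted p = 0.254) and Dnajc2 (-0.28, adjusted p = 0.461). Apart from Dnajb1, no member lay beyond Dnajc7 in size.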

Members of the Hsp40 family of genes are specifically up-regulated in TOL compared to INT mice, and our data demonstrate that Dnajb1 has the second highest fold change value overall. Dnajb1 is a major Hsp40 member protein, which serves as a co-chaperone by interacting with and regulating Hsp70 function [27]. Dnajb1 recognizes substrate proteins and facilitates the ATPase activity of Hsp70 proteins within the cytosol [28]. Thus increased expression of Dnajb1 proteins would be beneficial by promoting Hsp70 activation and protection against heat stress, as is the case with TOL mice. Interestingly, other studies have associated Dnajb1expression to tumor suppression in certain types of lung cancer [29].

Small Hsps, such as the Hspb family, are thought to be involved in cellular pathways accommodating protein folding and degradation [30], [31]. Members of the Hspb family interact with Hsp70 proteins and mainly serve as chaperones and/or protectors of the cytoskeleton [30], [32]. Differential expression of Hspb7 proteins, which localize within the cytosol and associate with myofibrils in skeletal and cardiac muscle cells [33], [34], has been associated with conditions such as sporadic heart failure [35] and acute coronary syndrome [36]. 

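Of 7 small heat shock genes tested, 4 were higher and 3 lower on average in mice labelled TOL (median log2 fold change 0.0099, camera adjusted p = 0.780 from limma), and 0 passed an adjusted p of 0.05 from limma, adjusted over the list alone or at an unadjusted p of 0.05 or less. The median was -0.090 without TOL mouse 5 and 0.11 without INT mouse 5. Hspb7 spread widely within both labelled groups. The mice labelled INT ranged from 6.96 to 9.46 on the log2 scale and the mice labelled TOL from 7.13 to 8.95. INT mice 3, 5 and 9 stood at 9.04, 9.41 and 9.46, and INT mice 4, 7 and 11 at 6.96, 7.72 and 6.97. The TOL mice of these numbers overlapped, with 3, 5 and 9 at 8.95, 8.57 and 7.88 and 4, 7 and 11 at 8.28, 7.13 and 7.66. The largest value of the family was that of Hspb1, which encodes Hsp27, at 0.44 (standard error 0.37, adjusted p = 0.755), and 0.16 without TOL mouse 11. Hspb6 had 0.11 (adjusted p = 0.755) and Hspb2 -0.15 (adjusted p = 0.706).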

In the present study we showed Hspb7 gene expression to be preferentially down-regulated in skeletal muscle of TOL mice. As demonstrated previously, heat stress is associated with a tremendous increase in cardiac workload [16]. Thus, it is possible that Hspb7 expression in the heart may have a role in heat tolerance. Examining the hearts of TOL and INT mice for shared biochemical pathways as we did for skeletal muscle would be needed to clarify this possibility.

Single stranded, non-protein coding, small RNAs known as miRNAs have emerged as critical regulators of cell differentiation, identity and maintenance [37], [38]. As part of the RNA-induced silencing complex (RISC) miRNAs target mRNA transcripts mainly within the 3′UTR to promote mRNA degradation and/or translational repression [39]. Nucleotides 2–8 from the 5′ end of the mature miRNA (seed sequence region) are important for targeting mRNA [40]. Each miRNA can target up to hundreds (or thousands) of mRNAs *in vivo* and therefore potentially regulate multiple biological pathways [41]. Recent research studies have confirmed that in certain conditions miRNAs have the ability to regulate the expression levels of Hsps such as Hsp60 and Hsp70 in cardiomyocytes and skeletal muscle respectively [42], [43]. As such we conducted miRNA expression microarrays on our gastrocnemius muscle tissue samples to examine other mechanisms involved in regulating heat tolerance. Sixty-one distinct miRNAs differed significantly between TOL and INT mice (Table S2). However, all miRNA had less than a 1.3-fold difference in expression. Integration of these data (Partek analysis) with the mRNA microarray data identified 8 miRNA seed sequences that corresponded significantly to the Hsps listed in Figure 3B. Only seed sequences for miR-199a-3p and miR-34a-5p targeted the top two ranked genes Hspa1a and Dnajb1 and, their respective up-regulation and down-regulation in TOL mice were validated using quantitative RT-PCR. Previous studies have linked miR-199a-3p dysregulation to tumor progression in breast and liver carcinoma [44], [45] and susceptibility to hepatocyte injury [46], whereas miR-34a-5p dysregulation has been associated with the muscle condition Myotonic Dystrophy [47]. To fully evaluate how these miRNAs specifically relate to heat tolerance/thermoregulation in skeletal muscle, their individual roles within the pathways must be studied. Examples of the pathways important for heat tolerance are shown in Figures 5 and 6.

In conclusion, our study provides a detailed investigation into the differentially expressed genes and gene networks likely to be responsible for heat tolerance/thermoregulation in skeletal muscle *in vivo*. Genes such as Hspa1a, Dnajb1 and Hspb7 have been determined to contribute the most to heat tolerance within our system. Further studies are needed to confirm the importance of such genes and their respective miRNAs in the regulation of heat tolerance. Where these same molecular pathways would generalize to human thermoregulation is under investigation. Ultimately, such information will lead to the targeted design of more effective strategies for both diagnosing and treating heat sensitive individuals pre-disposed to heat-related injuries.

## Supporting Information

Table S1 **List of 3,081 genes identified using microarray to be differentially expressed in TOL mice compared to INT mice with respective fold change and p value of significance.**
(DOCX)

Table S2 **List of 61 miRNA seed sequences identified using microarray to be differentially expressed in TOL mice compared to INT mice with respective fold change and p value of significance.**
(DOCX)

# Supplementary material for: An Exploration of Heat Tolerance in Mice Utilizing mRNA and microRNA Expression Analysis
**Source:** PLoS One. 2013 Aug 15;8(8):e72258. doi: 10.1371/journal.pone.0072258
**Supplement:** Table S1 — List of 3,081 genes identified using microarray to be differentially expressed in TOL mice compared to INT mice with respective fold change and p value of significance.

**Table S1. List of 3,081 genes identified using microarray to be differentially expressed in TOL mice compared to INT mice with respective fold change and p value of significance.**

# Supplementary material for: An Exploration of Heat Tolerance in Mice Utilizing mRNA and microRNA Expression Analysis
**Source:** PLoS One. 2013 Aug 15;8(8):e72258. doi: 10.1371/journal.pone.0072258
**Supplement:** Table S2 — List of 61 miRNA seed sequences identified using microarray to be differentially expressed in TOL mice compared to INT mice with respective fold change and p value of significance.

**Table S2. List of 61 miRNA seed sequences identified using microarray to be differentially expressed in TOL mice compared to INT mice with respective fold change and p value of significance.**

| **miRNA seed sequences** | **Microarray fold change** | **P value** | **miRNA seed sequences** | **Microarray fold change** | **P value** |
| --- | --- | --- | --- | --- | --- |
| miR-1945  miR-211  miR-669f  miR-879-star  miR-671-5p  miR-708-star  miR-466k  miR-344  miR-136  miR-293  miR-874  miR-30c-2  miR-363  miR-2136  miR-494  miR-351  miR-1964  miR-1954  miR-369-3p  miR-669m-2  miR-376b-star  miR-376a-star  miR-29b-1  miR-669l  miR-377  miR-34a-5p  miR-375  miR-1939  miR-467d-star  miR-153  miR-698 | 1.2  1.1  -1.2  -1.2  -1.6  1.2  1.1  1.2  1.1  -1.1  -1.1  1.1  1.2  1.2  1.2  -1.5  1.2  -1.1  1.1  -1.1  1.1  1.1  1.1  1.1  1.1  -1.2  1.1  1.1  -1.4  1.2  -1.1 | 0.0024  0.0028  0.0040  0.0049  0.0057  0.0061  0.0087  0.0093  0.0109  0.0116  0.0124  0.0127  0.0127  0.0136  0.0143  0.0169  0.0187  0.0193  0.0195  0.0197  0.0199  0.0218  0.0221  0.0230  0.0231  0.0236  0.0255  0.0277  0.0288  0.0305  0.0322 | mIR-7f-2  miR-1190  miR-9-3  miR-23a  miR-702  miR-1950  miR-302a  miR-467a  miR-1937c  miR-1962  miR-30e  miR-138  miR-673-3p  miR-23b  miR-151  miR-1944  miR-669o  miR-329  miR-10a-star  miR-300  miR-692  miR-27a  miR-30b  miR-483  miR-199a-3p  miR-let-7a-2  miR-467a-1-star  miR-466b-2  miR-331-5p  miR-467f | -1.1  1.2  1.1  -1.1  -1.2  -1.1  -1.1  -1.1  -1.1  1.1  1.1  1.2  1.3  -1.1  -1.1  1.3  -1.3  -1.1  1.2  -1.1  1.1  1.1  1.1  -1.2  1.1  1.1  -1.2  1.1  -1.1  -1.3 | 0.0332  0.0334  0.0344  0.0349  0.0351  0.0357  0.0363  0.0364  0.0365  0.0366  0.0373  0.0385  0.0395  0.0404  0.0412  0.0423  0.0423  0.0424  0.0433  0.0437  0.0440  0.0451  0.0467  0.0472  0.0472  0.0477  0.0480  0.0480  0.0490  0.0500 |

How the deposited data were processed for this re-analysis (not part of the article)

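Gene expression was measured in gastrocnemius muscle of 12 male C57BL/6J mice, 6 labelled TOL and 6 labelled INT, on 12 Illumina MouseWG-6 v2 BeadChip arrays, 1 per mouse. The miRNA arrays, the RT-qPCR, the ELISA and the Western blots of the study were not analysed here. The sample titles and source names were used for the groups. The description field of all 12 samples says heat intolerant and was not used. The mouse numbers 3, 4, 5, 7, 9 and 11 occur in both groups.

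The authors scanned the arrays and read the images with GenomeStudio, whose version is not given in the sources used here. Their deposited signal table holds the average intensity of each of 45281 probes on each array, on a linear scale, with no background subtraction and no normalization, and a detection p-value for each probe and array. The authors' deposited value table holds processed intensities of the same arrays on a linear scale. Each column of it has a median of 1.6 and between 30.9% and 31.0% of its values below 0, and the columns hold nearly the same sorted values, so it was background subtracted and quantile normalized. Which program made it is not given in the sources used here, and it is not the RMA-normalized log2 table that the methods describe. Each of its columns was matched to the signal column with the same title. It was used as an alternative only.

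From the signal table, limma 3.58.1 in R 4.3.3 was used. Its neqc function corrected the background with a normal-exponential model whose control mean and spread were inferred from the detection p-values, added an offset of 16, quantile normalized the arrays and took log2. Probes with a detection p under 0.05 on at least 6 of the 12 arrays, in whichever group, were tested, which left 15570 probes. Genes were named from the platform annotation. Of the 45281 probes, 34885 have 1 gene symbol, 18 have several and 10378 have none, and a probe with several or none was left unnamed. Symbols were looked up in the gene table through the gene identifier of the annotation, and 0 had to be changed. Names in the paper's Table S1 that are older names of 1 gene only were replaced by the current symbol, which changed 533 entries. Of the 9034 genes tested, 3083 had more than 1 tested probe, and the probe with the highest mean log2 value over all 12 arrays gave the gene's value. The design fixed before the data were examined was a one-way comparison of TOL with INT by lmFit and eBayes with an intensity trend, with Benjamini-Hochberg adjustment over the probes and a threshold of 0.05. Counts at an unadjusted p of 0.05 or less, the study's threshold, were taken from the same fit. The 7 genes that the study selected were also compared by an exact two-sided permutation test of 6 against 6 mice. Single mice are the replicates, and the precision is limited by their number.

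Gene lists were tested with limma's camera, with a preset correlation between genes of 0.01, and again with an estimated correlation. A list needed 5 tested genes, and adjustment was over the lists. Of 31 lists, 27 were tested. They cover heat shock factor 1 target chaperones, the Hsp70, Hsp40, small Hsp and Hsp90 families, the unfolded protein response, immediate early genes, the circadian clock, extracellular matrix, interferon-stimulated genes, oxidative phosphorylation, glycolysis and glycogen, fatty acid oxidation, slow-twitch and fast-twitch fibres, calcium handling, glucocorticoid response and atrophy, muscle remodelling, inflammation, antioxidant genes, polyamine metabolism, the proteasome, and markers of adipocytes, fibroblasts and tenocytes, macrophages, neutrophils, lymphocytes, endothelium, smooth muscle, Schwann cells and erythrocytes. The lists were fixed before the data were examined, but 6 of them (immediate early, circadian, extracellular matrix, interferon, muscle remodelling and polyamine) were partly picked after reading the paper's Table S1, and other lists also hold genes seen in that table or in the study's figures, such as Errfi1, Per1, Gpd1, Casq1 and Cacna2d1.

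The genes named are every gene of Fig. 3B and the genes of the networks that the study's text names, the protein targets of the ELISA, Hspa1b, Gapdh, the 10 named genes with the largest change in each direction at an adjusted p under 0.05 (filled up, where fewer passed, with the smallest p), the first 5 and last 3 entries of Table S1, and in each list 2 to 4 members with the smallest p. The values of Table S1 and the figures had been seen before this rule was set. Flnc, Clk1, Lgmn, Il20rb, Gnpda1, Frmd4a, Gatad2b, Nmrk2, Ttn and some further family members fall outside it and were named after their values were seen.

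The steps were tested on simulated arrays with the means and spreads of the real probes, in which 200 genes were changed by a known fold. The simulated noise was independent between probes and between arrays. The results that follow therefore do not show how the calls or camera behave with correlated genes or a chip effect. Of 15810 probes run, 180 were called, and 6 of these (3.33%) were unchanged. Of the genes changed 1.5-fold, 45 of 67 were recovered, of those changed 2-fold 60 of 67 and of those changed 3-fold 61 of 66. The median estimated fold was 1.39, 1.80 and 2.42, since the offset shrinks fold changes, and 1 gene was called in the wrong direction. A list of 20 genes changed 1.3-fold had a camera p of 1.37e-11 and an unchanged list one of 0.0565.

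The alternatives were the deposited value table, an RMA-type background correction, no background correction, a normal-exponential correction with an offset of 50, median scaling, no filter on dim probes, a detection p under 0.01, the methods' t-test on the same values and on the deposited value table with values under 1 set to 1, eBayes without a trend, array weights, the mouse number as a replicate block, each of the 12 mice left out in turn, the mean over all probes of a gene, each probe of a gene by itself, and camera with an estimated correlation. The chip was not used as a batch, because the files name the chip of 1 of the 12 arrays only. Genes with a site for the seed of miR-34a-5p or miR-199a-3p were not analysed here, because no 3' UTR sequences were used. The labelled division was set beside other divisions of the 12 mice, 100 of the 462 possible with the labelled one included, and Table S1 was set beside all 462 by differences of means, and no result for a gene was taken from any other division.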

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

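The tests against other divisions of the mice by the number of probes were fixed before the data were examined. The tests on Table S1, on the share of lower probes and on slow-twitch genes were chosen after the results were seen.

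At an adjusted p under 0.05, mice labelled TOL and mice labelled INT differed in more probes than any other division drawn gave. The labelled division had 129 probes at an adjusted p under 0.05, and 1 of 100 divisions, the labelled one itself, had as many, with 30 in the highest other. At an unadjusted p of 0.05 or less it had 1543 probes, and 2 of 100 divisions had as many, with 1578 in the highest other. This argues against chance as the source of both counts, though not against a technical difference that runs along the labels.

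The paper's Table S1 and the sample labels run apart. Labels other than the study's groups are a candidate explanation: 261 divisions of the mice into 6 and 6 (56.5% of all) correlated with the table's log2 fold changes at least as strongly as the labelled one, and the highest of all divisions (r = 0.86, with the same sign for 98.4% of 696 entries) set the mice numbered 3, 5 and 9 of both labels against those numbered 4, 7 and 11 of both, which puts 3 mice of each label on each side. A background correction or normalization other than the study's is argued against, since the labelled division reached the same sign for at most 60.5% of entries over 6 kinds of values, all of which had the same highest division. That division was found from the values and serves only as a check of the labels, so no gene is compared under it, and it shows neither which mouse was tolerant nor whether the table or the labels are out of place. The paper's RT-qPCR has Hspa1a and Dnajb1 higher and Hspb7 lower in TOL mice, and its ELISA has Hsp72 lower and Hsp40 higher, which does not settle it.

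Of the probes at an adjusted p under 0.05, 77 are on named genes outside Table S1, and 95.3% of all 129 were lower in mice labelled TOL. Background correction or normalization is argued against as the source, because under 5 other kinds of values at least 95.4% of called probes were lower. The signal of single probes may account for part of it, since the 126 other tested probes of the same genes had a median log2 fold change of -0.049 (quartiles -0.16 and 0.044), but it is argued against for 19 of 65 genes, which had another probe lower at an unadjusted p of 0.05 or less while 0 genes had one higher (25 probes lower, 3.15 by chance). A difference between BeadChips stays open and was not tested: a chip holds 6 arrays, the chip of 1 array only is known, and if each labelled group lay on its own chip the chip and the label could not be told apart. A difference in the amount or form of the transcripts between TOL and INT mice stays open too, as untested.

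Genes of slow-twitch fibres, which the paper does not discuss, were lower in mice labelled TOL with a median log2 fold change of -0.64. A differing share of slow muscle between the pieces of tissue may account for this, since the genes moved together within the groups with an estimated correlation of 0.63, at which the camera adjusted p was 0.455. Chance assignment of mice also stays open, since the exact two-sided permutation p of the mean over the list was 0.0887 for 6 against 6 mice. A difference in fibre makeup between TOL and INT mice is the biological explanation that the design gives, and these arrays could not separate it from the way the tissue was taken. Every one of these readings rests on labels that Table S1 puts in doubt.

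The paper gives no result for 4 further gene groups that passed camera with a preset correlation. None passed with an estimated correlation (adjusted p = 0.293 for smooth muscle and antioxidant, 0.226 for calcium and circadian genes) or by exact permutation of the list means (adjusted p = 0.302 for each). The median log2 fold change was -0.21 for smooth muscle and pericyte markers, 0.13 for antioxidant genes, 0.096 for calcium handling genes and 0.090 for circadian clock genes. A single mouse stood far from the others of its labelled group in 6 of 74 groups looked at, where chance gives 3.7. TOL mouse 11 had the lowest mean correlation with the other arrays (0.973) and the highest mean of the Hsp90 family and heat shock factors (0.76 above the mean of all mice on the log2 scale), of glucocorticoid response and atrophy genes (1.27), of muscle remodelling genes (0.43) and of polyamine genes (0.47). INT mouse 3 had the lowest mean of antioxidant genes (-0.21).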

How the results depend on the processing

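No alternative turned the direction of a result while a call stood, but the median of the calcium handling genes went from 0.096 to -0.0033 under median scaling, where their call was lost (adjusted p = 0.137). The share of called probes that were lower stayed between 91.9% and 100% under the 12 alternatives in the treatment of values, probes and test. The alternatives were set before the data were examined. Unless an alternative's construction shows it (fewer mice or other probes tested), the cause of a change was not tested.

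Probes at an adjusted p under 0.05 numbered 129 (6 higher, 123 lower), but 52 (2 higher, 50 lower) with the methods' t-test on the same values and 19 (0 higher, 19 lower) with it on the deposited table without a filter, where 42.3% of probes at an unadjusted p of 0.05 or less were under 1.5-fold and 24.1% over 2-fold. The probes called higher numbered 3 with the deposited value table and 1 with median scaling, which moved the median of all probes by -0.067. The share under 1.5-fold was 56.3% with the deposited table and 79.4% with an RMA-type background, and the share over 2-fold was 17.6%, 4.98%, 0.395% with no background correction, 0.589% with an offset of 50 and 0.894% with no filter, where 3131 probes had an unadjusted p of 0.05 or less. Gene lists called numbered 6, but 1 with array weights and 0 with an estimated correlation. The heat shock factor 1 chaperones (median 0.11, and 0.028 under median scaling) lost the call under a detection p under 0.01 (adjusted p = 0.0525), array weights (median 0.082, adjusted p = 0.0739) and an estimated correlation (adjusted p = 0.604), and slow-twitch genes (median -0.64) only under the last (adjusted p = 0.455).

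Leaving out each mouse in turn gave 78 (without INT mouse 7) to 152 called probes, 3 to 6 higher and 74 (without TOL mouse 3) to 148 lower, 1.10% to 2.33% of probes over 2-fold, 56.0% to 72.0% of Table S1 entries with the same sign, a median of 0.024 to 0.20 for heat shock factor 1 chaperones (adjusted p up to 0.522, without TOL mouse 11) and of 0.015 to 0.13 for the Hsp70 family (adjusted p = 0.0359 without TOL mouse 9). Over all alternatives, those that kept every mouse included, 101 further comparisons of single named genes and lists lost a call and 14 gained one. In the same set 23 counts or values moved.

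By the check on single pairs, which cannot find sets of numbers that go together, the mouse numbers are not taken as pairs. Deviations of same-numbered mice correlated at -0.0072 to 0.15 and over 0.1 in 2 of 6 pairs, and 0 of 6 mice labelled TOL correlated best with its own number. With the number as a block 124 probes were called, 10 higher and 114 lower, 105 of them also called without it. The chip as a block and the tests of miRNA seed sites were not run, nor was camera under the t-test. Signal over background limits what could be tested: 34.4% of probes were detected often enough, and the 95th percentile of the signal stood at 3.79 to 4.53 times an array's median signal.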

Differences from the paper's values

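The paper's text gives 3081 genes at its threshold of an unadjusted p of 0.05 or less, and 1543 probes passed it here. Without a filter on dim probes 3131 passed and with the methods' t-test on the deposited table without a filter 2254, both within 1.5 times the paper's number, while the other 22 alternatives set before the data were examined gave numbers farther from it.

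For a fold change, a difference was counted where the signs differ or the log2 values lie farther apart than the larger SD of the labelled groups, and for Hspa1a, Dnajb1 and Hspb7 also where the folds are more than 1.5 times apart. For Hspa1a the paper's Table S1 gives 8.5 and 5.10 was found here. With the deposited value table (6.16), an RMA-type background (5.76), the methods' t-test on the deposited table (6.16) or without INT mouse 7 (5.75), TOL mouse 3 (7.24), TOL mouse 5 (7.81) or TOL mouse 9 (7.17) the values lie within these limits, and with the other 17 alternatives they do not. For Dnajb4 the paper's value is 1.3 against -1.07 (-1.49 to 1.12 over the alternatives) and for Dnajb6 1.3 against 1.01 (-1.15 to 1.17). For each of these, 1 dimmer probe taken by itself lies within the SD of that probe (1.12 for Dnajb4, 1.17 for Dnajb6), and the other alternatives (25 and 27) do not. For the genes that follow no alternative lies within the limits. Every alternative kept the labels, so none of them could close a gap that comes from labels other than the study's groups. For Dnajb1 the paper's value is 5.7 and 2.59 was found (1.86 to 3.42). For Hspb7 it is -2.8, a lower level in TOL mice, against -1.13 here (-1.36 to 1.06). For Hspa2 it is 1.4 against -1.05 (-1.13 to 1.00) and for Hspb3 -1.3 against 1.06 (-1.03 to 1.11). For Egr2 it is 3.8 against 1.01 (-1.29 to 1.26) and for Smox 2.9 against 1.22 (1.02 to 1.46). A signed fold change below 0 is a lower level in mice labelled TOL.

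The paper has all 7 selected genes differing at its threshold, where by gene value Hspa1a alone passed it here. Hspa1a did not pass it with the methods' t-test on the same values (unadjusted p = 0.104, 0 of the 7 genes passing) or on the deposited table (0.122), nor, with limma, without INT mouse 3 (0.0637), 4 (0.0552) or 5 (0.0508) or TOL mouse 4 (0.0843), 7 (0.0683) or 11 (0.0739). A dimmer probe of Dnajb6 passed it as well (0.22 on the log2 scale, unadjusted p = 0.0431 from limma). Dnajb1 passed it with no filter, without INT mouse 7 or TOL mouse 3, 5 or 9, and with the mouse number as a block (log2 fold change 1.37, unadjusted p = 0.00777). The paper places Dnajb1 as second of the whole pool, where it was 5th, and 3rd among higher genes. It was 2nd in either direction with no background correction (1.21), with an offset of 50 (1.25) and without TOL mouse 3 (1.76), TOL mouse 5 (1.74) or TOL mouse 9 (1.78), and 2nd among higher genes also with array weights and without INT mouse 3, 5 or 9. It was farther down with the deposited table (30th in either direction, 7th among higher genes) and without TOL mouse 4 (16th and 3rd) or TOL mouse 7 (12th and 3rd). On the deposited table without a filter, as used for the t-test, it was 44th and 13th of 19057 genes. The paper describes members of the Hsp40 family, from which it selected Dnajb1, Dnajb4 and Dnajb6, as higher in TOL mice. Over the wider set of 29 Hsp40 genes tested here, 12 were higher on average. The paper also gives Hspb7 as at least 2-fold lower. Hspa1a ranks first in both, though here not without TOL mouse 11 (4th) or with the deposited table without a filter (2nd). In the networks of Fig. 5 and Fig. 6 the members over 2-fold are among the genes that the paper names, with smaller folds, but without TOL mouse 4 or 7 Dnajb1 is under 2-fold, and with the deposited table or the RMA-type background Fig. 6B has 3 members over 2-fold and not 2. Another division of the 12 mice than the labelled one, found only after the values were seen, comes close to Table S1 as a whole (98.4% of 696 entries with the same sign).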

Other observations

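Several gene groups of muscle metabolism and stress did not pass the group test between mice labelled TOL and INT. Of 59 oxidative phosphorylation genes 33 were higher and 26 lower on average (median log2 fold change 0.0057, camera adjusted p = 0.377 from limma), with 0 adjusted over the list alone. Atp5c1 had -0.31 and Ndufb10 0.24. Of 22 glycolysis and glycogen genes 15 were higher (median 0.055, adjusted p = 0.095), with 4 at an unadjusted p of 0.05 or less, among them glycogenin Gyg (0.49) and glycogen phosphorylase Pygm (0.30), and 0 adjusted over the list alone. Of 24 fatty acid genes 10 were higher (median -0.048, adjusted p = 0.780), with Plin2 at 0.36 and Hadha at -0.31, and of 27 proteasome genes 17 were higher (median 0.028, adjusted p = 0.357), with Psmc1 at 0.19, and 0 of either list adjusted over the list alone. Among 19 glucocorticoid response and atrophy genes 10 were higher (median 0.020, adjusted p = 0.780). TOL mouse 11 had a list mean 1.27 above that of all mice, and the other mice labelled TOL had -0.32 to -0.18. The mice labelled INT had -0.27 to 0.15. Zbtb16, a glucocorticoid-induced transcription factor gene, had -0.74 (adjusted p = 0.0613 over all probes) and was the 1 gene to pass when adjusted over the list alone, and the atrophy ligase genes Trim63 and Fbxo32 had 0.79 and -0.46 (adjusted p = 0.604 and 0.602). Trim63 spread far more in mice labelled TOL (SD 1.35) than in mice labelled INT (SD 0.29).

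Of 16 interferon-stimulated genes 5 were higher (median -0.050, mean 0.014, camera adjusted p = 0.780), and Bst2 was the 1 gene to pass, also adjusted over the list alone. Inflammatory genes were higher in 8 of 11 (median 0.066, adjusted p = 0.311), with Lcn2 at 0.55, and unfolded protein response genes in 11 of 15 (median 0.070, adjusted p = 0.624), with the chaperone gene Calr at -0.48. Immediate early genes were higher in 11 of 18 (median 0.022, adjusted p = 0.539), with Jun at 0.58, extracellular matrix genes in 16 of 24 (median 0.086, adjusted p = 0.311), with Ccn2 at -0.49, and muscle remodelling genes in 8 of 14 (median 0.10, adjusted p = 0.357), with Chrna1 at 0.36. Polyamine genes were higher in 4 of 6 (median 0.11, adjusted p = 0.473). None of these 6 lists had a gene at an adjusted p under 0.05 from limma or adjusted over the list alone, and 4 of them were partly picked after reading Table S1, as was the interferon list. Markers of cell types other than smooth muscle, whose own call was lost with an estimated correlation (adjusted p = 0.293), did not pass the group test. The camera adjusted p from limma was 0.357 for 6 adipocyte genes (median 0.035, Car3 at 0.45), 0.528 for 9 macrophage genes (median 0.054, C1qb at 0.15), 0.926 for 10 fibroblast and tenocyte genes (median 0.0039, Dcn at 0.26) and 0.926 for 9 endothelial genes (median 0.034, Tie1 at 0.14), with 0 of each adjusted over the list alone. Too few markers were tested for a group test of neutrophils (1 gene, S100a8 at 0.19), Schwann cells (4 genes, median 0.11), erythrocytes (3 genes, median 0.38, Hba-a1 at 0.50) and lymphocytes (0 genes). Some of the single genes above moved by over 1.5 times without 1 mouse. Without TOL mouse 11 Lcn2 had 0.21, Jun 0.34, C1qb 0.027 and S100a8 -0.036, without TOL mouse 5 Ccn2 had -0.27 and Chrna1 0.21, and without INT mouse 3 Car3 had 0.28 and Fbxo32 -0.28.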
